A study of Mus musculus with 16 samples. Its data were reported in "Astroglial Hmgb1 regulates postnatal astrocyte morphogenesis and cerebrovascular maturation" (2023).

How the data were processed

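Bulk RNA sequencing libraries were available for astrocytes and endothelial cells (ECs) from the cortex of 8 mice at postnatal day 14, 1 library per animal and cell type. Cells had been isolated with magnetic beads after removal of myelin and of cells carrying CD45, ECs through CD31 and astrocytes through ACSA-2. The deposited table holds raw read counts per gene, which the authors made by trimming reads with the FASTX-toolkit, aligning them to GRCm39 and counting them with STAR 2.7.9a; the submitters' processing notes also name DESeq2. The release of the gene annotation and the strand setting of the counting are not stated. The values were checked to be whole numbers without normalization, in 56980 versioned Ensembl identifiers and 16 libraries, with no column that belonged to no sample. Groups came from the sample labels (genotype and cell type, 4 libraries per group), and both libraries of an animal share its number. Of the identifiers, 56236 (98.7%) matched the GENCODE annotation of GRCm39 used for symbols, positions, exonic length and GC content; 744 did not and 304 shared a symbol with another. Of the 263 genes named by rule, 161 overlapped another annotated gene.

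Replicates were compared by a chi-square of their counts over genes with a summed count of at least 20 and none was merged, since 0 of 24 pairs were identical. Libraries of 1 animal were compared by the correlation of their differences from the group mean, over genes of at least 5 CPM. It was 0.0673 to 0.428 for the same animal, and 7 of 8 animals matched their own library best. Libraries were assigned to a set by Y-linked transcripts of at least 1 CPM.

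Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr and dispersions estimated for each comparison, and Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The comparisons were mutant against wild type in the 8 astrocyte libraries and in the 8 EC libraries, the difference between these effects over all 16 libraries, and wild-type ECs against wild-type astrocytes. Errors of log2 fold changes are standard errors from the coefficient and its F statistic. Single genes were also compared by an exact two-sided permutation test of CPM, whose smallest p with 4 against 4 is 0.0286. Intervals on read counts cover counting error only, since reads without molecular identifiers are not independent molecules. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg over the 35 lists tested in each comparison (at least 3 tested members; the sex-linked list served only to check animals). Camera with a correlation estimated for each list and fry, which asks whether a list's genes move one way on balance and compares it with no other genes, were run beside it.

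The 36 lists were 25 pathway lists and 11 marker lists. The pathway lists were the HMGB family and receptors, astrocyte genes named by the study (kept in the files as cytoskeleton and shape genes, though *Teddm2* is not called one there), endfoot and perivascular membrane, astrocyte identity and homeostasis, reactive astrocyte, microtubule, axon guidance and cell contact cues, p53 targets, cell cycle, interferon response, NF-kB and inflammatory, dissociation stress and immediate early, cholesterol synthesis, hedgehog pathway, mitochondrially encoded, cytosolic ribosomal proteins, lysosome and glycoprotein turnover, astroglial angiogenic and vascular signals, blood-brain barrier, endothelial activation and angiogenesis, vesicle, caveola and macropinocytosis, basement membrane and matrix, C57BL/6 substrain genes, and loci next to *Aldh1l1*, with 1 further list that was tested and is not described. The marker lists covered astrocytes, ECs, pericytes and smooth muscle, fibroblasts and meninges, microglia and macrophages, oligodendrocytes, their precursors, neurons, ependyma and choroid plexus, erythroid cells and sex-linked transcripts. The choices of groups, tests, lists, alternatives and named genes were made before the data were examined, after the study had been read. The rule named *Hmgb1*; in each genotype comparison up to 10 called genes per direction by size of change and the 5 with the smallest p; the genes the study names with *Aqp4* and *Gja1*; up to 4 members of each list by p; the 5 smallest p of the difference between cell types; and the 3 most abundant members of each marker list for the cell type comparison.

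The alternatives tried were DESeq2 1.42.0, RLE factors, no filter on low counts, a filter of at least 1 CPM in 4 libraries, limma-voom with quality weights, all 16 libraries in 1 fit, log2 of *Xist* CPM plus 1 as a covariate, a log2 fold change beyond 1, the animal as a block, and leaving out each animal in turn. After the data were seen, fits within each set of 4 animals, an offset for each library's smooth trend with exonic length and GC content (loess, span 0.5), that offset together with *Xist*, and *Xist* within each cell type for the difference between cell types were added. Each genotype comparison was also run on the 35 splits of its 8 animals into equal groups.

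The calls were tested on simulated data, drawn for each comparison from a negative binomial with each gene's mean, each library's size and the gene's dispersion estimated from the real counts. In them 200 random genes with a mean count of at least 20 were changed, 100 by 2-fold and 100 by 1.5-fold, in either direction. edgeR recovered 64.6% of 2-fold and 27.3% of 1.5-fold changes in astrocytes with 2.15% false calls, 65.7% and 34.0% in ECs with 4.81% false calls, 46.0% and 9.00% for the difference between cell types with 1.79%, and 65.0% and 22.0% between cell types with 1.14%. For the *Xist* covariate, data were simulated anew, with dispersions from that fit and no difference between the sets. The values in astrocytes were then 91.0%, 67.0% and 6.51%, which cannot be set against those of the other fits. On the data simulated for edgeR without the covariate, DESeq2 gave 78.0%, 53.0% and 20.6%. A simulated shift of the cholesterol list by -0.3 on the log2 scale was called in astrocytes by camera, by camera with an estimated correlation (adjusted p = 0.00563) and by fry. Simulated genes were drawn independently of one another, whereas the correlation estimated for that list in the real astrocyte libraries was 0.26. Its recovery thus does not show that such a shift would be called in the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the main comparisons.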

Results

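Gene expression was measured by bulk RNA sequencing in astrocytes and endothelial cells (ECs) purified from the cerebral cortex of mice at postnatal day 14 (P14). The mice carried floxed *Hmgb1*, the gene of the chromatin protein and extracellular signal HMGB1, and were either mutants in which a tamoxifen-inducible Cre recombinase under the astroglial *Aldh1l1* promoter removed the gene (*Hmgb1*ΔAstro) or littermates without Cre, called wild type. Each of 8 animals, 4 per genotype, gave 1 astrocyte library and 1 EC library, so that the 16 libraries formed 4 groups with n = 4. Libraries held 16076010 to 23132312 counted reads. The range was 17261546 to 19577335 in wild-type astrocytes, 19261715 to 23132312 in mutant astrocytes, 16130383 to 20904640 in wild-type ECs and 16076010 to 22384951 in mutant ECs. Each library had reads for 24029 to 27113 genes, and the 10 most abundant genes took 5.59% to 13.1% of the counts. Counts of the 24 pairs of libraries within groups differed by more than sampling noise, with a chi-square of 8.19 to 57.7 per gene. Levels are normalised read counts scaled to the size of each library (CPM), and errors of levels are SDs over n = 4 animals.

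The libraries fell into a pair of sets by sex-linked transcripts, with 2 mutant and 2 wild-type animals in each. Y-linked transcripts were present in wild-type animals 5 and 9 and mutant animals 2 and 13, while wild-type animals 19 and 22 and mutant animals 18 and 21 had *Xist*, the RNA that coats the inactive X chromosome, in their place. Both libraries of each of the 8 animals belonged to the same set. The first principal component, with 52.6% of the variance in astrocytes and 38.2% in ECs, parted the sets and not the genotypes. Between the sets, 4316 of 15850 genes differed in astrocytes (2213 higher and 2103 lower in animals with Y-linked transcripts; edgeR quasi-likelihood, Benjamini-Hochberg), against 651 of 15750 in ECs. Median log2 differences of marker genes between the sets in astrocytes were -1.65 for neurons, 1.51 for pericytes and smooth muscle and -0.99 for erythroid cells, so the sets differed in markers of other cell types as well as in sex-linked transcripts. Genotype effects within each set, the set with Y-linked transcripts first, are therefore given beside the pooled value for the lists that moved and the main genes named, and other values are pooled.

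The targeted gene came first. *Hmgb1* (ENSMUSG00000066551.13; GRCm39 chromosome 5, 148983445 to 149121815, minus strand) was lower in all 4 mutant astrocyte libraries than in any wild-type one. Mutant astrocytes held 32.4, 39.0, 42.0 and 50.6 CPM in animals 2, 13, 18 and 21, and wild-type astrocytes 88.1, 89.2, 127.2 and 118.3 CPM in animals 5, 9, 19 and 22. The means were 41.0 ± 7.54 and 105.7 ± 20.05 CPM, so that 38.8% of the wild-type level was left. An exact two-sided permutation test of these 8 values, taken as log2 of CPM plus 1, gave p = 0.0286, the smallest it can give. In ECs, which do not use the *Aldh1l1* promoter, *Hmgb1* stood at 186.6 ± 8.17 CPM in mutants and 191.9 ± 13.7 CPM in wild types, with mutant libraries between 175.0 and 194.1 CPM and wild-type libraries between 177.1 and 208.7 CPM (exact p = 0.571). The log2 fold change of *Hmgb1* was -1.36 (SE 0.15) in astrocytes, at an adjusted p of 0.0605 over all genes by edgeR quasi-likelihood with Benjamini-Hochberg, which missed the threshold. It was -1.29 and -1.42 within the sets, and the adjusted p of *Hmgb1* was 2.28e-12 by DESeq2, 0.0494 by limma-voom and 1.03e-04 by edgeR with the *Xist* level as a covariate. Over its 18 alternatives that adjusted p ran from 2.28e-12 to 0.345. In ECs the log2 fold change was -0.05 (SE 0.06, edgeR adjusted p = 0.961), and 0.03 and -0.12 within the sets, so its direction was not fixed. The 10 pseudogenes named after *Hmgb1* held 288 counted reads in all against 40588 for the gene. Copies under other names and reads that align to both the gene and a copy were not examined.

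**Figure D1:**
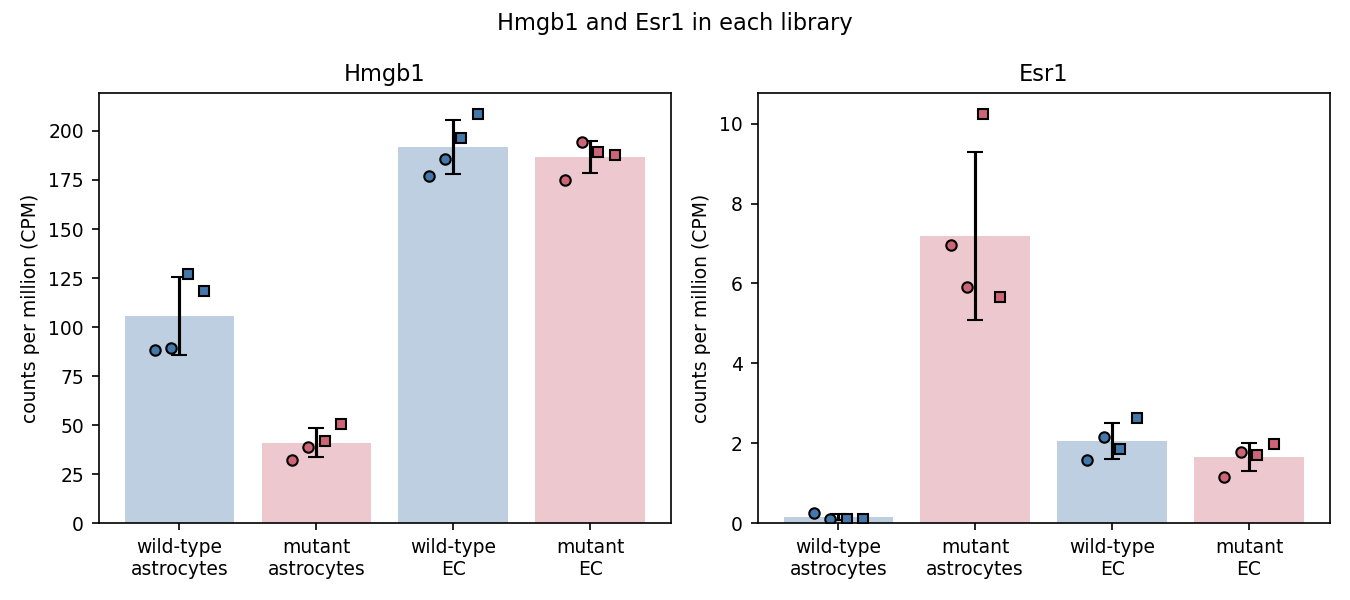
Levels of *Hmgb1* (left) and *Esr1* (right) in CPM in the 16 libraries, with bars and whiskers for the mean and SD of each group (n = 4), circles for animals with Y-linked transcripts and squares for animals without. *Hmgb1* was lower in the 4 mutant astrocyte libraries (41.0 ± 7.54 CPM) than in the wild-type ones (105.7 ± 20.05 CPM), and *Esr1* was higher (7.19 ± 2.11 against 0.149 ± 0.0780 CPM).

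The first comparison asked which genes differed between mutant and wild-type astrocytes. *Esr1* (ENSMUSG00000019768.17; chromosome 10, 4561593 to 4955626, plus strand), the gene of oestrogen receptor alpha, rose from 0.149 ± 0.0780 to 7.19 ± 2.11 CPM, a log2 fold change of 5.53 (SE 0.35), and all 4 mutants lay above every wild type. Wild-type libraries held 2 to 5 *Esr1* reads each, so the ratio of summed counts scaled to library size, 47.3, had an exact 95% counting interval of 26.3 to 95.4 that covers counting error only. *Camk1g*, a calcium/calmodulin-dependent kinase, stood at 0.552 ± 0.187 CPM in mutants and 2.05 ± 0.177 CPM in wild types (log2 fold change -1.88, SE 0.25, -2.19 and -1.67 within the sets). *Man2b2*, an alpha-mannosidase that trims glycoproteins, stood at 59.6 ± 2.9998 against 79.8 ± 1.19 CPM (-0.41, SE 0.06, -0.42 and -0.42 within the sets), and *Ankrd45* at 12.5 ± 0.832 against 20.1 ± 1.49 CPM (-0.67, SE 0.10, -0.67 and -0.69 within the sets). Of 15850 genes tested by edgeR quasi-likelihood with Benjamini-Hochberg, *Esr1* alone passed (adjusted p = 7.72e-04, 5.03 and 6.11 within the sets). *Esr1* missed the threshold among the 4 animals with Y-linked transcripts, at an adjusted p of 0.0736. The adjusted p was 0.162 for *Camk1g*, 0.164 for *Man2b2* and 0.177 for *Ankrd45*, and 1180 genes had an unadjusted p under 0.05. DESeq2 called 95 genes (34 higher, 61 lower) and limma-voom 2. In simulated data 20.6% of DESeq2 calls were false, against 2.15% of edgeR calls. Those data were drawn with dispersions estimated by edgeR from genotype alone, with independent genes and no difference between the sets. The shares of false calls therefore need not hold for the real calls.

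The genes the study names for these astrocytes lay as follows. *Slit1*, a secreted axon guidance cue, stood at 5.26 ± 1.23 CPM in mutants and 10.7 ± 0.242 CPM in wild types (-1.01, SE 0.17, -1.15 and -0.90 within the sets). *Ptger4*, the prostaglandin E receptor EP4, stood at 1.37 ± 0.567 against 8.47 ± 4.91 CPM (-2.63, SE 0.47, -3.55 and -1.45 within the sets). *Arhgef28* had a log2 fold change of -1.06 (SE 0.31, -1.18 and -0.96 within the sets). *Teddm2* had one of 1.25 (SE 0.23, 1.44 and 1.02) and *Lurap1l* one of 1.03 (SE 0.30, 0.61 and 1.35). The edgeR adjusted p (Benjamini-Hochberg) was 0.177 for *Slit1*, 0.216 for *Ptger4* and *Teddm2* and 0.504 for *Arhgef28* and *Lurap1l*. DESeq2 called *Slit1* (adjusted p = 2.05e-05), *Ptger4* (4.18e-06), *Camk1g* (5.12e-05) and *Teddm2* (0.0131), and did not call *Arhgef28* (0.0686) or *Lurap1l* (0.136). Among endfoot genes, the water channel *Aqp4* had a log2 fold change of -0.07 (SE 0.10, adjusted p = 0.923), which turned to 0.04 in the animals without Y-linked transcripts, and to 0.01 without animal 5. The gap junction gene *Gja1* had one of -0.29 (SE 0.11, adjusted p = 0.608, -0.35 and -0.25 within the sets).

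With the *Xist* level of each library as a covariate, 192 genes passed in astrocytes (58 higher, 134 lower), among them *Hmgb1* and 24 genes beyond 1 on the log2 scale. The genes of this paragraph were chosen after their values were seen. *Camk1g* (-1.88), *Ptger4* (-2.52), *Slit1* (-1.002) and *Teddm2* (1.23) were among them. *Pdyn*, the prodynorphin gene, fell by 1.57 on the log2 scale, the metabotropic glutamate receptor gene *Grm5* by 0.91 and the cannabinoid receptor gene *Cnr1* by 0.77. The axonemal dynein genes *Dnah3* (-1.11), *Dnah9* (-0.76), *Dnah6* (-0.72) and *Dnah11* (-0.63) and *Hydin* (-0.77) fell as well. No list of cilia genes was fixed or tested, so this says nothing of cilia genes as a group, and the 9 ependymal and choroid markers were lower in the same libraries (median -0.55), so these calls need not come from astrocytes. *Gfap*, an intermediate filament gene of reactive astrocytes, rose by 0.71, the cell cycle inhibitor gene *Cdkn1a* by 0.97, the adenosine receptor gene *Adora2a* by 0.70 and *Rerg*, a growth inhibitor of the Ras family, by 1.78. Of the 192 genes, 81 were also called by DESeq2 without the covariate, and 13 lay on X or Y. Genes that fell had a median exonic length of 7860 bases and 53.2% GC, and genes that rose 5079.5 bases and 46.1% GC. With a length and GC offset added, 163 genes passed. A simulation that held no difference between the sets gave 6.51% false calls with the covariate. Of 179 of these genes tested in both cell types, 147 had the same sign in ECs of the same animals. In 8 of 35 splits of the animals, the real one included, the 179 genes with the smallest p did so in as many cases (median of the others 127.5, highest 160), a count made after the results were seen, so the shared sign does not tell a shared effect from shared animals.

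Gene groups fixed in advance were tested as lists in astrocytes, and 6 of 35 moved by camera, 0 with an estimated correlation and 1 by fry (by camera 11 without animal 2, 12 without animal 5, 12 without animal 9, 10 without animal 18 and 11 without animal 21). Of the 24 cholesterol synthesis genes, 23 were lower in mutant astrocytes, with a median log2 fold change of -0.26 (-0.34 and -0.17 within the sets). They included *Srebf2*, the master transcription factor of sterol synthesis (324.8 ± 11.6 against 408.0 ± 10.4 CPM, -0.32, SE 0.06, -0.29 and -0.36 within the sets), and the sterol carrier gene *Stard4* (55.0 ± 6.56 against 70.6 ± 1.31 CPM, -0.35, SE 0.08, -0.49 and -0.24). Adjusted over the list alone 8 of the 24 passed, against 0 over all genes tested. DESeq2 called 6 of them. The list moved down by camera (adjusted p = 8.02e-16), with an adjusted p = 0.211 with an estimated correlation and 0.0705 by fry. *Stard4* also appears among the changed genes in the displays of the study. In the same astrocyte libraries the 11 oligodendrocyte markers were all lower, with a median of -0.81, but -1.77 and 1.41 within the sets. Wild-type animal 9 held 3035 CPM of oligodendrocyte markers, against at most 701.1 CPM in the other wild types. The mean log2(CPM + 1) of the 12 listed markers was 2.51 to 3.86 in those others and 3.90 to 4.59 in mutants. The lower pooled values thus rested on animal 9.

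Of the 13 hedgehog pathway genes tested, 11 were lower in mutant astrocytes, with a median of -0.15 (-0.17 and -0.13 within the sets). *Hhip*, a hedgehog-binding antagonist and pathway target (6.07 ± 0.524 against 13.5 ± 3.92 CPM, -1.14, SE 0.21, -1.54 and -0.66 within the sets), and the transcription factor gene *Gli1* (14.4 ± 1.15 against 25.2 ± 5.78 CPM, -0.79, SE 0.16, -1.07 and -0.48) passed adjusted over the list alone, 2 of 13, and 0 passed over all genes. The list moved down by camera (adjusted p = 1.75e-04, adjusted p = 0.222 with an estimated correlation). *Gli1* is among the genes the displays of the study show as changed, so it is not independent evidence. Of 32 p53 targets, 21 were higher, with a median of 0.14 (0.15 and 0.10 within the sets). The cell cycle inhibitor gene *Cdkn1a* (12.1 ± 2.36 against 6.17 ± 0.662 CPM, 0.98, SE 0.16, 1.03 and 0.91 within the sets), the cyclin gene *Ccng1* (81.9 ± 6.13 against 60.6 ± 4.22 CPM, 0.45, SE 0.08, 0.45 and 0.43) and the ectodysplasin receptor gene *Eda2r* (0.99, SE 0.22, 0.85 and 1.10) passed adjusted over the list alone, 3 of 32, against 0 over all genes. The p53 list moved up by camera (adjusted p = 0.00150, adjusted p = 0.268 with an estimated correlation). These 3 genes appear as changed in the displays of the study, so their count is not independent evidence.

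All 9 ependymal and choroid markers were lower in mutant astrocyte libraries, with a median of -0.55 (-0.58 and -0.34 within the sets). They include the folate receptor gene of choroid plexus *Folr1* (2.87 ± 0.238 against 8.23 ± 6.43 CPM, -1.51, SE 0.48, -2.08 and -0.52), *Cfap126*, a gene of motile cilia (11.2 ± 1.04 against 16.2 ± 3.69 CPM, -0.51, SE 0.17), and *Foxj1*, the master factor of motile cilia (-0.36, SE 0.17). None of the 9 passed adjusted over the list alone or over all genes, and camera called the list down (adjusted p = 6.40e-06, adjusted p = 0.268 with an estimated correlation). Wild-type animal 5 held 1630 CPM of these markers in astrocytes, against at most 332.0 CPM in the other wild types, and without it the median was -0.37. Leaving it out moved the median of the 4 choroid members from -1.79 to 0.0165. That of the 5 ependymal members was -0.49 with animal 5 and -0.51 without it. The 6 genes named above from the study's text (*Slit1*, *Camk1g*, *Arhgef28*, *Ptger4*, *Lurap1l* and *Teddm2*), not all of them tied there to the cytoskeleton or cell shape, had a median of -1.04 (-1.16 and -0.93 within the sets), with 4 lower and 2 higher, and 6 of 6 passed adjusted over the list alone. The study chose that list on these samples, so its count is not independent evidence. Camera called it down (adjusted p = 2.42e-05, adjusted p = 0.0983 with an estimated correlation), and it was the 1 list that fry called (adjusted p = 0.0329). Of 42 axon guidance and cell contact genes, 31 were lower (median -0.10, and -0.14 and -0.08 within the sets), and the semaphorin gene *Sema4a* (116.8 ± 5.94 against 162.0 ± 9.76 CPM, -0.46, SE 0.08) was the 1 gene that passed adjusted over the list alone, against 0 over all genes (camera adjusted p = 0.0218, adjusted p = 0.725 with an estimated correlation).

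**Figure D2:**
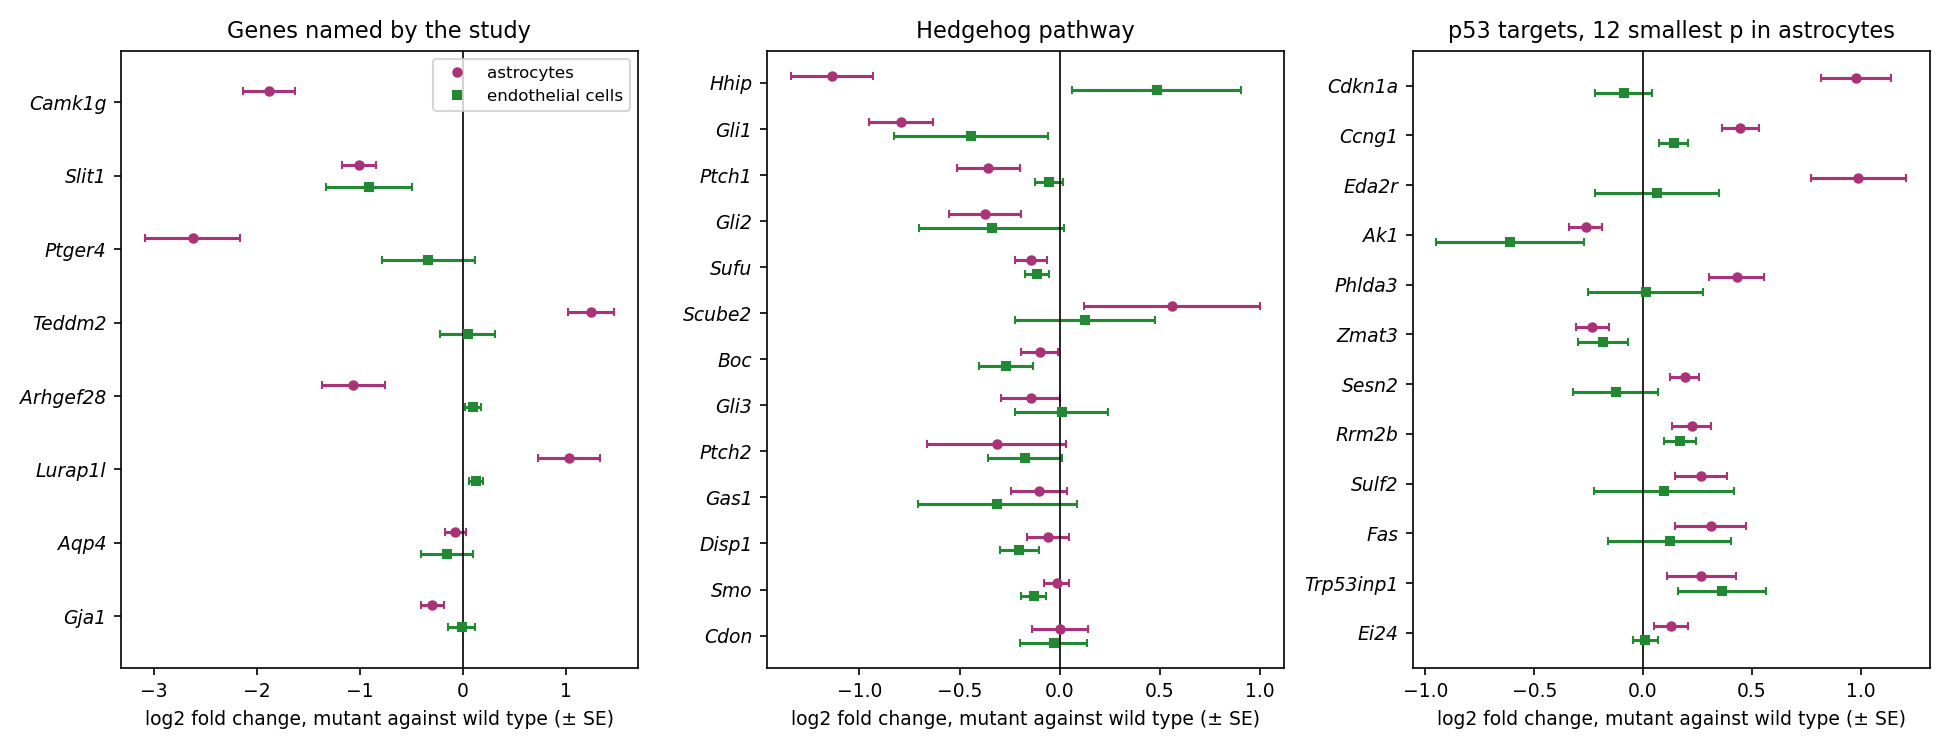
Log2 fold change with its SE, mutant against wild type, in astrocytes (circles) and ECs (squares), for genes named by the study with *Aqp4* and *Gja1* (left), hedgehog pathway genes (middle) and the 12 p53 targets with the smallest p in astrocytes (right). In astrocytes *Ptger4* lay at -2.63, *Hhip* at -1.14 and *Cdkn1a* at 0.98.

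The other 29 lists did not pass in astrocytes, with a smallest camera adjusted p of 0.0658. Reactive astrocyte genes had a median of 0.11, and *Gfap* (1643 ± 292.3 against 1024 ± 170.1 CPM, 0.69, SE 0.16, 0.83 and 0.55 within the sets) and the oncostatin M receptor gene *Osmr* (71.9 ± 8.96 against 51.3 ± 2.95 CPM, 0.50, SE 0.09) passed adjusted over the list alone, 2 of 34. In the astroglial angiogenic and vascular list (median 0.04) the Wnt ligand gene *Wnt7b* did (107.3 ± 8.49 against 137.8 ± 3.45 CPM, -0.35, SE 0.08), in the lysosome list (median -0.05) *Man2b2*, in the HMGB family and receptor list (median 0.06) *Hmgb1*, and in the astrocyte marker list (median -0.02) *Gfap*, 1 gene each, against 0 over all genes tested. *Man2b2* is shown as changed in the displays of the study. No member passed adjusted over the list alone in the lists that follow. Medians were -0.02 for endfoot and perivascular membrane genes, -0.06 for astrocyte identity and homeostasis, -0.06 for microtubule genes, 0.06 for vesicle, caveola and macropinocytosis genes, 0.03 for basement membrane and matrix, 0.05 for the blood-brain barrier and 0.05 for endothelial activation and angiogenesis. They were -0.06 for the cell cycle, -0.11 for the interferon response, -0.04 for NF-kB and inflammatory genes, -0.14 for dissociation stress, 0.05 for mitochondrially encoded genes, 0.06 for cytosolic ribosomal proteins, -0.07 for C57BL/6 substrain genes and 0.06 for the loci next to *Aldh1l1*. Among cell type markers they were -0.13 for ECs, 0.43 for pericytes and smooth muscle, 0.09 for fibroblasts, -0.11 for microglia, -0.81 for oligodendrocytes, 0.02 for their precursors, 0.06 for neurons and -0.25 for erythroid cells. Median, mean and test differed in sign for the HMGB family, angiogenic, blood-brain barrier, basement membrane, astrocyte marker and oligodendrocyte marker lists.

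The second comparison asked which genes differed between mutant and wild-type ECs. The 5 genes with the smallest p follow, and none of them passed. *Rn18s-rs5*, an annotated 18S ribosomal RNA locus, stood at 1421 ± 130.6 CPM in mutants and 2579 ± 443.4 CPM in wild types (log2 fold change -0.87, SE 0.14, -0.91 and -0.81 within the sets). *Lars2*, the mitochondrial leucyl-tRNA synthetase gene, stood at 171.4 ± 25.0 against 295.3 ± 38.6 CPM (-0.79, SE 0.14, -0.75 and -0.84). Both stood lower in astrocytes of the same mutants too, *Rn18s-rs5* at 1554 ± 465.7 against 2930 ± 1534 CPM (-0.91, adjusted p = 0.606) and *Lars2* at 180.8 ± 38.8 against 335.0 ± 116.9 CPM (-0.88, adjusted p = 0.440), which did not pass. The mean levels of *Lars2* and of this ribosomal RNA locus moved alike over the groups of both cell types. The fall of *Lars2* thus need not be a change of its own, which was not tested. The riboflavin transporter gene *Slc52a3* had a log2 fold change of -0.30 (SE 0.05), the pseudogene *Gm7809* one of 1.001 (SE 0.18) and *Abhd8* one of -0.31 (SE 0.06). For each of these 5 genes all 4 mutants lay beyond every wild type. Of 15750 genes tested by edgeR quasi-likelihood with Benjamini-Hochberg, 0 passed, 826 had an unadjusted p under 0.05, and the adjusted p was 0.943 for each of the 5 genes. DESeq2 called 3 genes, all lower, namely *Rn18s-rs5* (adjusted p = 1.27e-04), *Lars2* (0.00182) and *Slc52a3* (0.0359), limma-voom called 0, and edgeR with *Xist* called *Lars2* (-0.83, adjusted p = 0.0232). In simulated data of this comparison 65.7% of genes changed 2-fold and 34.0% of those changed 1.5-fold were recovered. Genes the study names in astrocytes had log2 fold changes in ECs of -0.91 for *Slit1*, -0.33 for *Ptger4*, 0.10 for *Arhgef28*, 0.13 for *Lurap1l* and 0.05 for *Teddm2*, with -0.15 for *Aqp4* and -0.01 for *Gja1*. None of them passed. *Slit1* was near the floor in ECs, at 0.437 ± 0.0593 CPM in mutants and 0.818 ± 0.396 CPM in wild types. *Ptger4* (1.56 against 1.93 CPM) and *Teddm2* (1.67 against 1.60 CPM) were low there as well. *Camk1g* (0.390 against 0.234 CPM) did not pass the filter on low counts and was not tested in ECs.

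Among the lists tested in ECs, 9 of 35 moved by camera, 7 down and 2 up, and 0 by fry or with an estimated correlation. Of 62 cytosolic ribosomal protein genes, 60 were lower, with a median of -0.15 (-0.15 and -0.17 within the sets), for example *Rplp1* (537.1 ± 53.7 against 692.0 ± 68.8 CPM, -0.37, SE 0.11) and *Rpl12* (-0.30, SE 0.10). The camera adjusted p was 1.17e-16, and the adjusted p = 0.991 with an estimated correlation. Across 10029 genes of these libraries, which are not independent replicates, the log2 fold change had a Spearman's rank correlation of -0.471 with GC content and 0.241 with exonic length. Of 13 pericyte and smooth muscle markers, 12 were higher, with a median of 0.41 (0.45 and 0.42 within the sets), among them the potassium channel genes of pericytes *Kcnj8* (114.1 ± 29.5 against 78.8 ± 7.97 CPM, 0.53, SE 0.18) and *Abcc9* (0.64, SE 0.23) and the signalling regulator *Rgs5* (0.55, SE 0.22). Their camera adjusted p was 1.23e-10, and the adjusted p = 0.794 with an estimated correlation. All 9 ependymal and choroid markers were lower here too, with a median of -1.16 (-1.75 and -0.21 within the sets, -0.23 without animal 5) and *Foxj1* at -1.16 (SE 0.37, -1.75 and -0.27 within the sets), at a camera adjusted p of 3.83e-05 and an adjusted p = 0.794 with an estimated correlation. Leaving out animal 5 moved the median of the 4 choroid members from -2.12 to 0.98. That of the 5 ependymal members was -1.01 with animal 5 and -0.89 without it. The lysosome list moved down (median -0.05, -0.10 and -0.01 within the sets, camera adjusted p = 0.0125, adjusted p = 0.794 with an estimated correlation).

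Dissociation stress and immediate early genes were lower in 29 of 30 cases in mutant ECs, with a median of -0.32 (-0.54 and -0.02 within the sets), for example the early response genes *Fosb* (-0.77, SE 0.43) and *Zfp36* (-0.48, SE 0.29). Cell cycle genes had a median of -0.19, with opposite signs in the sets (0.18 and -0.49), with the mitotic factor *Foxm1* at -0.43 (SE 0.17). Microglia markers had a median of -0.35 (-1.29 and -0.04), oligodendrocyte markers one of 0.32 (-0.52 and 1.24) and NF-kB and inflammatory genes one of -0.25 (-0.31 and -0.05). Camera adjusted p was 4.57e-06, 3.65e-05, 0.0107, 0.0107 and 0.0395 for these 5 lists in turn. Each had an adjusted p = 0.991 with an estimated correlation. In all 35 lists 0 members passed adjusted over the list alone. The 26 lists that did not move had medians from -0.17 to 0.26 and a smallest camera adjusted p of 0.0565. Those medians were 0.07 for cholesterol synthesis, -0.13 for the hedgehog pathway, -0.01 for p53 targets, -0.03 for the blood-brain barrier, -0.01 for endothelial activation and -0.01 for endothelial markers. Median, mean and test differed in sign for the study's own list and for the microtubule, endothelial activation, vesicle, basement membrane, astrocyte marker and neuron marker lists.

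The third comparison tested whether the genotype effect differed between astrocytes and ECs, since a call in 1 cell type alone does not show that. *Esr1* and *Hmgb1* differed. The effect on *Esr1* was larger in astrocytes by 5.85 on the log2 scale (SE 0.43, adjusted p = 1.00e-05), and in ECs *Esr1* stood at 1.66 ± 0.355 CPM in mutants and 2.06 ± 0.455 CPM in wild types (-0.32; exact permutation p = 0.257). The effect on *Hmgb1* was lower in astrocytes by a log2 difference of -1.32 (SE 0.17, adjusted p = 0.01003). The next by p were *Abhd8* (0.55, SE 0.10), *Cdkn1a* (1.06, SE 0.21) and *Camk1g* (-2.60, SE 0.53), which did not pass, at an adjusted p of 0.271, 0.520 and 0.626. Of 17493 genes tested by edgeR quasi-likelihood with Benjamini-Hochberg, 2 passed and 491 had an unadjusted p under 0.05. DESeq2 called 13 and limma-voom 2. With the animal as a block, 3 passed, *Cdkn1a* being the third (1.06, adjusted p = 0.0286). *Hmgb1* lost its call when 1 animal was left out, at an edgeR adjusted p (Benjamini-Hochberg) of 0.0653 without animal 2, 0.106 without 13, 0.130 without 18, 0.0834 without 19 and 0.0715 without 22, and *Cdkn1a* passed without animal 13 (1.09, adjusted p = 0.0299).

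The fourth comparison set wild-type ECs against wild-type astrocytes, and asked how far the preparations differed and where *Hmgb1* was higher. *Hmgb1* was higher in ECs, at 191.9 ± 13.7 against 105.7 ± 20.05 CPM (log2 fold change 0.80, SE 0.13, adjusted p = 2.66e-04, 0.82 with the animal as a block, exact permutation p = 0.0286). All 12 astrocyte markers were lower in ECs, with a median of -5.26, for example the glutamate transporter genes *Slc1a2* (418.8 ± 120.0 against 15829 ± 2984 CPM, -5.31, SE 0.27) and *Slc1a3* (238.3 ± 67.7 against 10425 ± 442.3 CPM, -5.51, SE 0.23). All 14 endothelial markers were higher, with a median of 9.52, for example the tight junction gene *Cldn5* (3644 ± 232.0 against 1.62 ± 0.809 CPM, 11.07, SE 0.43) and the growth factor receptor genes *Kdr* (9.55, SE 0.34) and *Flt1* (9.37, SE 0.51). All 13 microglia and macrophage markers were also higher in ECs (median 4.66), *Csf1r* standing at 61.6 ± 40.5 against 1.94 ± 1.02 CPM. Of 14 pericyte and smooth muscle markers 9 passed as higher and 1 as lower, with *Rgs5* at 2.55 (SE 0.61) and *Vtn* at 1.57 (SE 0.19), while *Pdgfrb* (0.28, SE 0.17, adjusted p = 0.162) did not pass. Lower in ECs were 7 of 12 oligodendrocyte precursor markers, with 2 higher, 7 of 12 neuron markers, with 2 higher, 5 of 9 ependymal and choroid markers and 2 of 10 fibroblast markers. Of 11 oligodendrocyte markers 1 was higher and 1 lower, and 0 of 7 erythroid markers and 0 of 5 sex-linked transcripts passed. Of 16336 genes, 12486 passed (6253 higher, 6233 lower in ECs; edgeR quasi-likelihood, Benjamini-Hochberg), and with the animal as a block 12582.

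**Figure D3:**
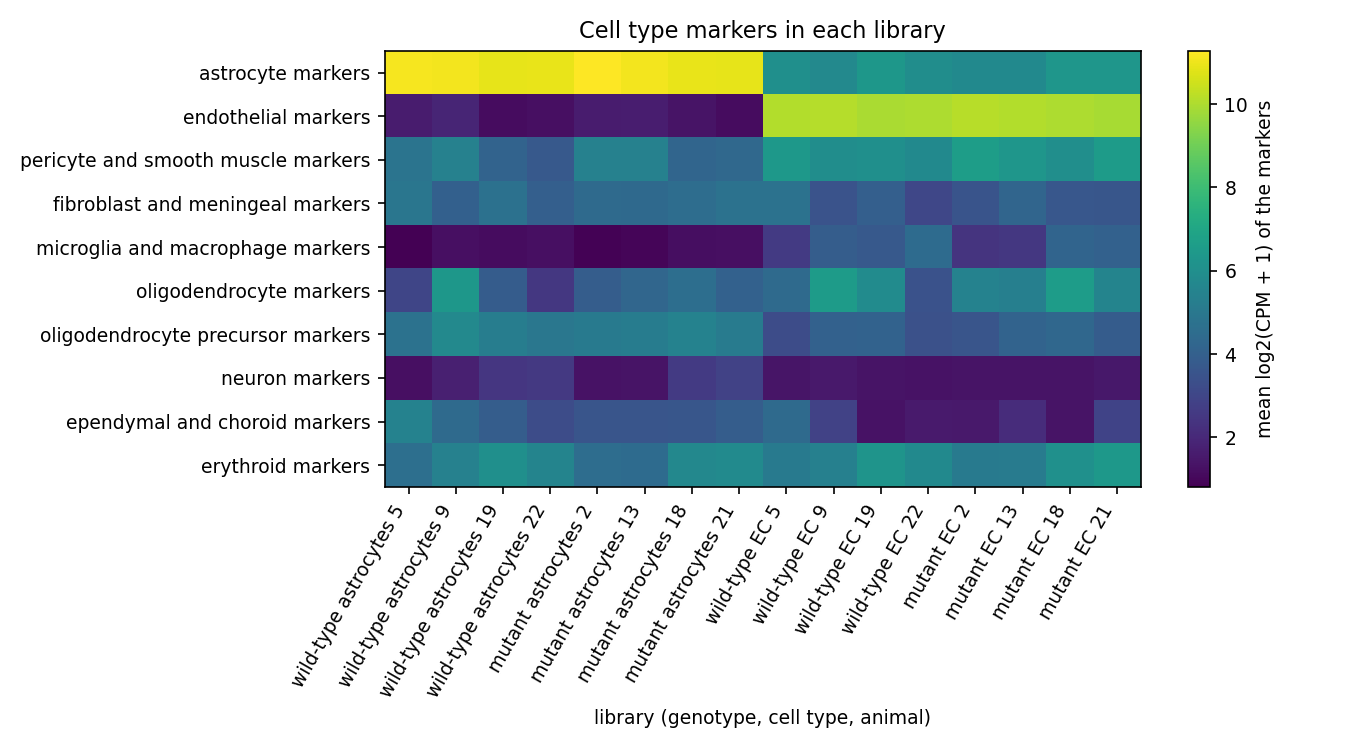
Mean log2(CPM + 1) of the markers of each cell type (rows of the heat map) in each of the 16 libraries (columns, named by genotype, cell type and animal). Astrocyte markers were lower in wild-type ECs by a median log2 difference of -5.26 and endothelial markers higher by 9.52.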

Values the study reported

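The study sequenced 16 samples, with 4 animals per group, and 94% of reads on average aligned to the mouse genome. It called genes at a false discovery rate under 0.05 and defined its main genes by a change of more than 2-fold. Among the genes lower in mutant astrocytes it singled out 4 linked to cytoskeletal remodelling, namely *Slit1*, *Camk1g*, *Arhgef28* and *Ptger4*. It reported *Teddm2* and *Lurap1l* among the genes higher in mutant astrocytes at these thresholds.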

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

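The tests of cholesterol genes, of ependymal and choroid transcripts and of *Esr1* reads as transgene reads were chosen only after the results were seen. So were the counts of splits for the cholesterol, ependymal and choroid genes, for signs shared between cell types and for splits even between the sets. The test of the region around *Esr1* and the other counts of splits were planned.

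Of 92 groups of 4 libraries tested for a library far from the others, 7 had one, where chance flags about 1 in 20 groups (4.6 here). Wild-type EC library 9 held 3.66% mitochondrially encoded counts, against 2.37% in the next. Oligodendrocyte markers summed to 3035 CPM in wild-type astrocyte library 9 (next 701.1) and to 3579 CPM in mutant EC library 18 (next 1816). Ependymal and choroid markers summed to 1630 CPM in wild-type astrocyte library 5 (next 332.0), 5166 CPM in wild-type EC library 5 (next 272.6) and 1131 CPM in mutant EC library 21 (next 116.9). *Esr1* stood at 0.266 CPM in wild-type astrocyte library 5 (next 0.116), which rests on 5 reads. The genotype effect differed between astrocytes and ECs by a tested log2 difference of -1.32 for *Hmgb1* and 5.85 for *Esr1*.

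The lower cholesterol synthesis genes in mutant astrocytes were weighed against length and GC content, oligodendrocyte-lineage cells and chance. With each library's trend with length and GC taken out, the median of the 24 genes was -0.259, against -0.264 before, and camera still called the list (adjusted p = 5.44e-19; adjusted p = 0.116 with an estimated correlation), which argues against that trend as the whole cause. With the oligodendrocyte marker level as a covariate the median was -0.251 (camera adjusted p = 7.47e-14, adjusted p = 0.245 with an estimated correlation). On the log2 scale that level was 3.90 to 4.59 in mutant astrocytes. It was 2.51 to 3.86 in wild-type astrocytes other than animal 9, which held 6.33. Apart from that animal the level was not lower in mutants, so the covariate could hardly take out a fall in mutants. It also left out the precursor markers. This test thus cannot decide on oligodendrocyte-lineage cells, which stay open. Chance cannot be excluded: the list was picked as the strongest by camera, and in 19 of 35 splits the strongest list of that split had as small a p (minus log10 p of 16.64 in the real split, up to 42.46 in others); the median of the cholesterol list alone reached 0.254 in size in another split, a count on a picked list that was made first and dropped as void. A candidate explanation is lower sterol synthesis with loss of *Hmgb1*, a hypothesis found and tested on the same data; a share of other cells not covered by the lists stays untested.

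The lower ependymal and choroid transcripts were weighed against ependymal cells and pieces of choroid plexus carried into the preparations. The 5 ependymal members lay close together in astrocytes, from -0.55 to -0.36, a spread of 0.191, and were lower in ECs too (-1.17 to -0.65), which is consistent with a few ependymal cells carried over in unequal number. The 4 choroid members had a median of -1.79 in astrocytes that went to 0.0165 without animal 5, in line with a piece of choroid plexus in that animal. In ECs it went from -2.12 to 0.982 without animal 5; mutant library 21 held choroid transcripts as well, so for ECs this cannot be told apart from other sources with so few libraries. Chance cannot be excluded, since the list's median of -0.55 in astrocytes stood against 0.695 in size in another split and that of -1.16 in ECs against 1.22, and a change of cilia in the mutants stays open.

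The higher *Esr1* in mutant astrocytes was weighed against reads of the CreERT2 transgene, whose hormone-binding part derives from the human receptor gene, and against a change of the whole region. All 4 mutant astrocyte libraries were higher and mutant ECs were not (-0.322), which is consistent with transgene reads counted as *Esr1* in the cells that use the *Aldh1l1* promoter. The 11 genes tested within 1 Mb had a median of -0.0315 and ranged from -0.31 to 0.39, which argues against a change of the region. A rise of the endogenous gene stays open, since counts per gene do not show which exons the reads cover.

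The count of genes called in mutant astrocytes was 1, and 4 of the 35 splits called as many; the highest other, 4316, came from the split that follows the sets, and the next was 2. Chance can thus not be excluded for that count, and the 4316 genes point to a structure of the samples. Within the sets 0 and 7 genes were called. With *Xist* as a covariate the real split called 192 genes and the highest other 31, with 10 for the split that follows the sets; 1 of 35 splits reached the real count. Of the 18 splits with 2 animals of each set per group, as in the real one, 1 reached it and the highest other called 2, and 18 splits are too few for a share under 0.05, so no exclusion of chance is claimed there. In ECs the real split called 0 genes, which any split must reach, so 35 of 35 did and that count cannot test chance. The split that follows the sets called 651 there, which points to the same structure. For the difference between cell types 2 of 35 splits reached the count of 2, the other being the split that follows the sets (2235), and no other split called more than 1; chance cannot be excluded, and with *Xist* within each cell type 2 genes were called. Between wild-type ECs and astrocytes 12486 genes were called, against at most 5 in the other splits and 0 in the others that part all 4 pairs of libraries from 1 animal. The real count was reached by 1 of 35 splits, which argues against chance where the pairing is ignored. Only 8 splits part all the pairs, too few for a share under 0.05, so no exclusion of chance is claimed there. For the lists, 6 moved in astrocytes and up to 20 in other splits, with as many in 35 of 35, and 9 moved in ECs and up to 20 in other splits, with as many in 32 of 35, so chance cannot be excluded for either count.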

How the results depend on the processing

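The alternatives within a set, with a length and GC offset, with that offset and *Xist* together and with *Xist* within each cell type were chosen only after the data were seen; the cause was not tested where none is named. The count of genes called in astrocytes, 1 by edgeR, was 95 by DESeq2, 3 without a filter, 2 by limma-voom, 6 with all 16 libraries in 1 fit, 192 with *Xist*, 0 and 7 within the sets, 2 with the offset and 163 with offset and *Xist*; it was 1 to 1 with 1 animal left out. *Hmgb1* in astrocytes kept its direction and passed at -1.36 by DESeq2, -1.33 without a filter, -1.35 by limma-voom, -1.37 with all libraries, -1.32 with *Xist*, -1.42 in the set without Y-linked transcripts and -1.41 with the offset (-1.46 to -1.27 with 1 animal left out, adjusted p 0.0798 to 0.345). Lists moved in astrocytes, 6 by camera, were 0 with an estimated correlation, 1 by fry, 11 and 13 within the sets and 7 to 12 with 1 animal left out. In ECs the gene count of 0 was 3 by DESeq2, 1 with *Xist*, 1 with offset and *Xist* and 0 to 0 with 1 animal left out. The 9 lists there were 0 with an estimated correlation and by fry, 5 in the set without Y-linked transcripts and 6 to 11 with 1 animal left out. The 2 genes of the difference between cell types were 13 by DESeq2, 3 with the animal as a block (pairing) and 1 to 3 with 1 animal left out. The cell type count was 12582 with the block and 11630 to 12094 with 1 animal left out. *Hmgb1* in ECs ran from -0.09 to -0.01 with 1 animal left out, stood at -0.1157 in the set without Y-linked transcripts and reversed to 0.0256 in the set with them. Also reversed, none past the threshold, were *Aqp4* in astrocytes (0.0404 without Y-linked transcripts; -0.14 to 0.0116 with 1 animal left out) and, in ECs, *Aqp4* (0.0571; -0.34 to 0.0144), *Gja1* (0.0804 with Y-linked transcripts; -0.11 to 0.0685), *Ptger4* (-0.60 to 0.0591) and *Teddm2* (-0.0139 without Y-linked transcripts; -0.10 to 0.21). Leaving out *Hmgb1* in astrocytes (7 of 18 passed anew, 11 kept), in ECs (1 of 18 reversed, 17 kept) and between wild-type cell types (10 of 10 kept), of 485 alternatives of 28 named values, 442 kept direction and side of the threshold, 22 passed anew, 6 lost the call and 15 reversed.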

Other observations

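The tests of the difference between cell types for whole lists were chosen only after the results were seen; the counts near the loci were planned.

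The cholesterol list lay lower in astrocytes than in ECs in its genotype effect, with a median difference of -0.30 on the log2 scale (camera adjusted p = 4.61e-13; adjusted p = 0.463 with an estimated correlation). Cytosolic ribosomal protein genes had a median difference of 0.22 (adjusted p = 1.97e-09; adjusted p = 0.952 with an estimated correlation) and p53 targets one of 0.14 (adjusted p = 0.00364; adjusted p = 0.550 with an estimated correlation). The study's own list had one of -0.65 (adjusted p = 0.0230; adjusted p = 0.332 with an estimated correlation), which is not independent evidence. The zinc finger gene *Zfp868*, chosen after its values were seen, stood at 27.5 CPM in mutant and 13.7 CPM in wild-type astrocytes and at 47.8 and 24.8 CPM in ECs.

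Within 10 Mb of *Hmgb1*, 2 of 127 tested genes were called in astrocytes with *Xist*, against 1.54 for random placement, and within 10 Mb of *Aldh1l1* 1 of 154, against 1.87. Both genotypes carried floxed *Hmgb1*, and the paper describes the Cre line as a BAC transgene whose place in the genome is not given. In the paper both genotypes had 2 floxed copies, so variants close to the floxed gene would be shared and would not part the genotypes. The counts cannot exclude variants carried along with the transgene. The 7 tested genes next to *Aldh1l1* had a median log2 fold change of 0.06 in astrocytes and -0.07 in ECs, and substrain genes one of -0.07 and 0.09. Wild-type animal 5, with Y-linked transcripts, held 7.08 CPM of *Xist* in astrocytes and 13.1 CPM in ECs, and the choroid transcript *Ttr* at 1355 and 5007 CPM.

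At the thresholds of the study, DESeq2 called 16 genes in astrocytes, 6 higher and 10 lower, among them the lower genes *Slit1*, *Camk1g* and *Ptger4* and the higher gene *Teddm2*.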
